A study of Mus musculus with 16 samples.

How the data were processed

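RNA was sequenced from the retinal pigment epithelium (RPE), the pigmented cell layer behind the photoreceptors, of 40-week-old male C57BL/6 mice that were wild type or knocked out for Sucnr1, the gene of the succinate receptor SUCNR1. Mice of each genotype were left untreated or exposed to hydroquinone, an oxidant. Per the labels' protocols, the front of the eye and the retina were removed, the RPE was lifted from the choroid with forceps, and RNA was isolated with a column kit and sequenced on an Illumina NovaSeq. There were 16 libraries in 4 groups of 4, and each library came from 1 eye.

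The deposited table holds whole-number read counts per Ensembl mouse gene, 51912 genes in each of 16 libraries. Its name announces FPKM, but 100% of its values are whole numbers and the library totals differ, so the values were treated as counts. What the authors did between reads and counts (aligner, counting tool, genome build, annotation, strand setting and duplicate handling) is not stated per the labels or the file header, and no further normalization of the deposited counts is visible in the values. Gene symbols, biotypes and coordinates were taken from GENCODE vM21 (GRCm38) through the Ensembl identifiers, which matched 51719 of the 51912 identifiers. All coordinates are from that annotation and are 1-based.

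The design had been fixed on the assumption that the values were FPKM, with limma on log2(FPKM + 1) and the mouse as a random block. Because the values are counts, the test used for the reported results was edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) on the counts as deposited, with TMM scaling and group means for all 4 groups in 1 model. The test first planned was run on CPM (counts scaled to a library of 1e6) as an alternative. Genes with a mean of at least 1 CPM over the 16 libraries were tested, which left 15380 genes that held 99.8% of all counts. P-values were adjusted over these genes by the Benjamini-Hochberg method, and an adjusted p below 0.05 was the threshold. At an unadjusted p below 0.05, chance alone gives a share of about 0.05 of the genes tested. Standard errors of log2 fold changes were derived from the F statistic. Group values are CPM with TMM-scaled library sizes, given as mean ± SD over the 4 libraries of a group.

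The titles name 13 mice, since 3 mice gave both eyes. The labels' protocol instead gives 4 animals per group. This conflict could not be settled, and the titles were followed. The untreated wild-type group has 4 libraries from 2 mice and the untreated knockout group has 4 libraries from 3 mice, while each hydroquinone group has 4 libraries from 4 mice. edgeR treated the eyes of a mouse as separate libraries. The consensus correlation of the eyes of 1 mouse beyond their group was -0.020 (limma 3.58.1, log2(CPM + 1)), and it was 0.097 with the library identifier form as a covariate. Results with the mouse as a block, with the eyes averaged and with the eyes summed are given beside the reported ones. Replicate numbers follow accession order and pair nothing. Pairs of libraries of a group were checked for copies of the same library, and their chi-square per degree of freedom was at least 21.9, so none was a copy.

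Library identifiers in the labels come with or without a letter. Libraries with a letter had more genes at 1 to 4 counts, so this form was handled as a possible preparation batch. It was balanced in 3 groups, with 2 libraries of each form, and the wild-type hydroquinone group had 3 without and 1 with a letter.

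There were 7 contrasts: hydroquinone against untreated in each genotype and averaged over genotype, knockout against wild type in each treatment and averaged over treatment, and the interaction. Lists of oxidative stress response, complement and extracellular matrix genes, and marker lists of cell types, were written before the data were examined. The 3 response lists were tested with limma's rotation test (fry), 2-sided, with adjustment over 9 tests. A list score is the mean log2(CPM + 1) of the list's tested genes. Marker lists for corneal epithelium, oligodendrocytes, lens, lacrimal or salivary gland, interferon response and neural retina other than rods were added after the data were examined. The genes named in the text were chosen by a rule written beforehand: for each contrast, the 4 genes with the largest change among those past the threshold (for contrasts of 2 groups, with no overlap between the groups' libraries), or the 2 with the smallest p, named as not passing, where none passed; Sucnr1; and at most 4 genes per list and contrast with p below 0.05 adjusted over the list alone. Others are marked as chosen after their values were seen. Some values that this rule or the marker lists gave are not reported here.

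Sucnr1 was compared with an exact permutation test over mice, as were list scores. The edgeR and list tests were tested on simulated counts with 200 of 15380 genes changed. For hydroquinone in wild type, 45% of 2-fold and 87% of 4-fold changes were recovered, with 7 false calls among 139 calls. For hydroquinone in knockout, 38% and 92% were recovered, with 5 false calls among 135. Averaged over genotype, 64% and 96% were recovered. The simulated counts were drawn independently for each gene and library, with no shared variation from other tissue and no link between eyes of a mouse. Other ways of dividing the real libraries gave up to 854 genes in wild type and 397 in knockout. The simulated rates therefore cannot be taken as the rates in these data.

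Library totals ranged from 21113549 to 35332444 counts. The smallest level these depths can show, 3 counts, corresponds to 0.085 to 0.142 CPM. Reads are not independent molecules, so this floor covers counting error only. The alternatives covered the low-count filter, scaling, robust empirical Bayes, eye side, identifier form, rod marker score, the groups in the model, leaving out each library, and another list test. Limma with the mouse block, the test first planned, was moved from FPKM to CPM after the unit was seen. Alternatives chosen after seeing the data were DESeq2 1.42.0, that limma model with the identifier form, summed eyes, other marker scores, and subsets of libraries. All deposited per-sample columns were used.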

Results

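Transcript levels in the mouse RPE were measured by RNA sequencing to ask how hydroquinone exposure and the loss of the succinate receptor SUCNR1 act on this tissue, in a study framed around oxidative stress and age-related macular degeneration. The 16 libraries fell into 4 groups of 4: wild type untreated, wild type with hydroquinone, knockout untreated and knockout with hydroquinone. They came from 2, 4, 3 and 4 mice, respectively. Total counts per library ranged from 21113549 to 35332444. They were 25474230 ± 2935895 in untreated wild type and 28167660 ± 5276252 in wild type with hydroquinone (SD, n = 4 libraries each). They were 27104900 ± 4427007 in untreated knockout and 27214540 ± 3914491 in knockout with hydroquinone. The number of genes with at least 1 count was between 21277 and 24477 in 14 libraries. It was 18282 in untreated wild-type replicate 3 and 17904 in untreated knockout replicate 1.

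Across genes, Pearson's r of log2(CPM + 1) between libraries of the same group but different mice had a median of 0.961 over 21 pairs. Libraries of different groups gave a median of 0.960 over 96 pairs, and the eyes of 1 mouse gave 0.958 over 3 pairs, where genes are not independent replicates. The groups therefore were no more alike inside than between. The first principal component held 39.1% of the variance, the second 19.4% and the third 11.2%. The mean log2(CPM + 1) of 15 rod photoreceptor markers ranged from 3.22 to 9.96 over the libraries, and that of 12 RPE markers from 9.08 to 9.74. The rod score was 7.31 ± 1.5 in untreated wild type, 6.75 ± 1.38 in wild type with hydroquinone, 6.47 ± 2.81 in untreated knockout and 5.20 ± 3.11 in knockout with hydroquinone (SD, n = 4 libraries each). The libraries of all 4 groups overlapped in this score.

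**Figure D1:**
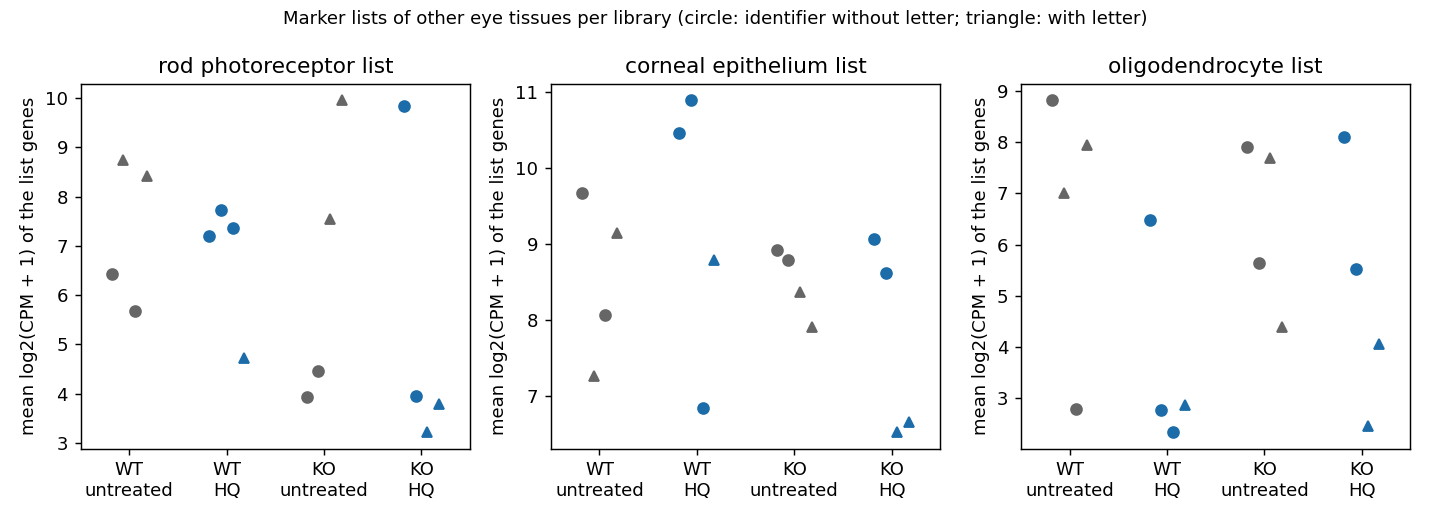
Marker scores per library (vertical axis, mean log2(CPM + 1) of the list genes) for rods, corneal epithelium and oligodendrocytes in the 4 groups, with replicates 1 to 4 from left to right, circles for identifiers without a letter and triangles for those with one. The rod score spans 3.22 to 9.96, the corneal epithelium score 6.53 to 10.90 and the oligodendrocyte score 2.34 to 8.82, with overlap between all 4 groups in each panel. In wild type the oligodendrocyte score leans lower with hydroquinone.

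The targeted gene was examined first, because it checks the genotype labels. Sucnr1 (ENSMUSG00000027762, chromosome 3, 60081869 to 60087566, plus strand, GRCm38) averaged 0.077 CPM over all libraries, below the floor of 0.085 to 0.142 CPM. The wild-type libraries held 29 Sucnr1 counts in all, of which 27 came from the eyes of 1 untreated mouse (10 in replicate 1 and 17 in replicate 2). The knockout libraries held 4 counts, 3 of them in untreated replicate 3. Sucnr1 was at 0 in 4 of 8 wild-type and 6 of 8 knockout libraries. The difference in mean log2(CPM + 1) between knockout and wild-type mice was -0.095 (exact permutation test over 13 mice, 2-sided, p = 0.315). It moved most, to -0.42, with a pseudocount of 0.1 (exact permutation p = 0.347). At this depth the level of the gene could not tell the genotypes apart, and the labels were used as given.

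The response to hydroquinone in wild-type RPE was compared over 15380 genes. Of these, 1 gene passed the threshold, and it was lower with hydroquinone, while 658 genes had an unadjusted p below 0.05. The 658 were 4.28% of the genes tested, less than the share of 0.05 that chance alone gives. The number past the threshold moved most with DESeq2, to 20 genes. Of the 35 splits of the same 8 libraries, 2 gave at least 1 gene, the real split included. The count was 1 with the eyes of a mouse summed or averaged, and was 3 with the mouse as a random block in limma. The gene was Prb1 (ENSMUSG00000067543, chromosome 6, 132206795 to 132210521, minus strand), a proline-rich protein gene. Its level was 20.98 ± 7.63 CPM in untreated wild type and 0.526 ± 0.128 CPM with hydroquinone (SD, n = 4 libraries each), a log2 fold change of -5.30 (SE 0.53, edgeR adjusted p = 7.9e-04). Prb1 also passed in the libraries without a letter alone, where its log2 fold change was -5.58. Among libraries with a letter the wild-type hydroquinone group had 1 library, so no test was made there, and its Prb1 level lay below both untreated libraries.

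In knockout RPE, 7 genes passed the threshold, 5 higher and 2 lower with hydroquinone, and 456 had an unadjusted p below 0.05. The 456 were 2.96% of the genes tested, less than the share of 0.05 that chance alone gives. The number past the threshold was 7 with the mouse as a random block in limma, 3 with the eyes of a mouse summed and 5 with the eyes averaged. It moved most to 0, when only the knockout groups were fitted or only libraries with a letter were used, and to 14 with DESeq2. Of the 35 splits of the same 8 libraries, 2 gave at least 7 genes, the real split included. Prb1 fell from 15.1 ± 7.9 to 0.328 ± 0.221 CPM (SD, n = 4 libraries each), a log2 fold change of -5.49 (SE 0.54, edgeR adjusted p = 7.0e-04). Prpmp5 (ENSMUSG00000107874, chromosome 6, 132311590 to 132314757, minus strand), a related gene about 0.1 Mb away, fell from 5.28 ± 2.56 to 0.271 ± 0.333 CPM (log2 fold change -4.30, SE 0.64, edgeR adjusted p = 0.024). Prpmp5 shares 12.0% of its 50-base transcript windows with Prb1, so part of its reads are uncertain. Osgin1 (ENSMUSG00000074063, chromosome 8, 119434124 to 119446256, plus strand) rose from 15.0 ± 1.9 to 39.4 ± 8.9 CPM (log2 fold change 1.39, SE 0.16, edgeR adjusted p = 0.0022). Gstm1 (ENSMUSG00000058135, chromosome 3, 108012255 to 108017973, minus strand) rose from 87.1 ± 15.7 to 182.2 ± 8.8 CPM (log2 fold change 1.07, SE 0.13, edgeR adjusted p = 0.0024). Gstm1 shares 8.88% of its 50-base windows with other Gstm genes. The remaining genes, named after their values were seen where the rule did not name them, were Srxn1 (log2 fold change 0.77), Pgd (0.80) and Gclc (0.74). Within the identifier forms, 1 gene passed among the libraries without a letter and 0 among those with one, with 2 libraries per group. The Prb1 log2 fold change there was -7.21 and -4.00, that of Osgin1 1.29 and 1.46, and that of Gstm1 0.78 and 1.35.

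**Figure D2:**
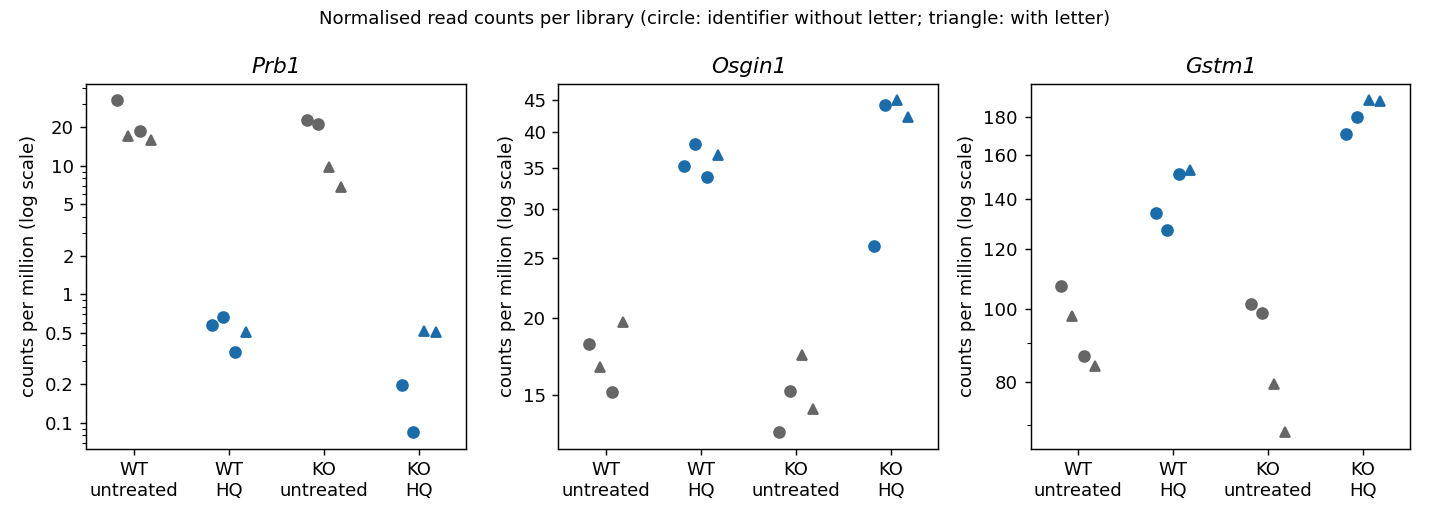
Normalised read counts per library in CPM (vertical axes, log scale) of Prb1, Osgin1 and Gstm1 in the 4 groups, with replicates 1 to 4 from left to right, circles for identifiers without a letter and triangles for those with one. For Prb1 every hydroquinone library lies below every untreated one, and for Osgin1 and Gstm1 every hydroquinone library lies above.

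Averaged over genotype, 13 genes passed the threshold, 11 higher and 2 lower with hydroquinone, and 879 had an unadjusted p below 0.05. The 879 were 5.72% of the genes tested, slightly above the share of 0.05 that chance alone gives. With the eyes of a mouse summed, 6 genes passed, all of them among the 13. Among the largest changes were those of Prb1 (log2 fold change -5.39, SE 0.38, edgeR adjusted p = 6.9e-06), Prpmp5 (-3.91, SE 0.44, adjusted p = 8.0e-04) and Osgin1 (1.22, SE 0.11, adjusted p = 1.3e-04). Of the 13 genes, 7 belonged to the oxidative stress response list. All 13 changed in the same direction in both genotypes. They were chosen for their change averaged over the genotypes, which favours equal directions, so this is not a separate replication. Among libraries without a letter alone, 2 genes passed, and Prb1 changed by -6.40 on the log2 scale.

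The oxidative stress response list was tested as a whole, with all of its 30 genes expressed. In wild type its median log2 fold change with hydroquinone was 0.32, with 24 of 30 genes higher (fry, adjusted p = 0.0068 over 9 tests). Adjusted over the list alone, 9 genes passed, against 0 adjusted over all genes. The test no longer passed with the eyes of a mouse averaged, where the median was 0.31 (adjusted p = 0.082), or among libraries without a letter, where it was 0.15 (adjusted p = 0.384). In knockout the median was 0.34, with 28 of 30 genes higher (fry, adjusted p = 8.1e-04), and 13 genes passed over the list alone against 5 over all genes. Within the identifier forms the knockout median was 0.20 without a letter (adjusted p = 0.384) and 0.44 with one (adjusted p = 0.044). The first list genes in wild type were Osgin1 (log2 fold change 1.05, SE 0.16) and Gclc (0.72, SE 0.12), with edgeR adjusted p over the list of 2.3e-04 and 3.3e-04. Srxn1 (0.53, SE 0.10) and Gstm1 (0.59, SE 0.12) followed, with edgeR adjusted p over the list of 0.0012 and 0.0019. Adjusted over all genes, Osgin1 did not pass in wild type (edgeR adjusted p = 0.060), and it passed in 7 of 20 alternatives, among them limma with the mouse as a random block (limma adjusted p = 0.045). Osgin1 went from 17.4 ± 1.9 to 36.0 ± 1.9 CPM there (SD, n = 4 libraries each). In knockout they were Osgin1, Gstm1, Srxn1 (SE 0.10) and Pgd (SE 0.12), the latter with edgeR adjusted p over the list of 2.1e-05 and 9.3e-05.

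**Figure D3:**
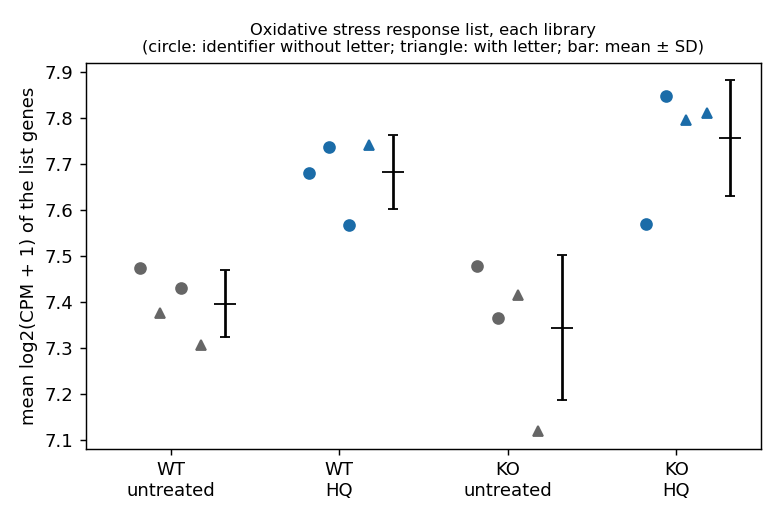
Score of the oxidative stress response list per library (vertical axis, mean log2(CPM + 1) of 30 genes) in the 4 groups, with replicates 1 to 4 from left to right, circles for identifiers without a letter, triangles for those with one, and bars for the mean ± SD of 4 libraries. The untreated libraries lie between 7.12 and 7.48 and the hydroquinone libraries between 7.57 and 7.85.

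The score of this list was 7.40 ± 0.07 in untreated wild type, 7.68 ± 0.08 in wild type with hydroquinone, 7.34 ± 0.16 in untreated knockout and 7.76 ± 0.13 in knockout with hydroquinone (SD, n = 4 libraries each). With eyes of a mouse averaged, hydroquinone mice exceeded untreated mice by 0.37 on the log2 scale (exact permutation test of 8 against 5 mice, 2-sided, p = 7.8e-04, the smallest this design allows). The difference was 0.21 in wild type and 0.29 in knockout among libraries without a letter, and 0.40 and 0.54 among those with one. Treatments overlapped in none of the 4 comparisons. That had to be so, since every hydroquinone library lay above every untreated one, and it adds no support of its own. With fry, the complement list did not change detectably with hydroquinone, with medians of 0.083 in wild type (fry adjusted p = 0.819) and 0.24 in knockout (adjusted p = 0.647). The same held for the extracellular matrix list with fry, with medians of -0.058 and 0.11 (adjusted p = 0.796 for each). In knockout the complement list passed with a competitive list test (adjusted p = 0.040), and the extracellular matrix list passed among libraries with a letter, with a median of 0.42 (fry adjusted p = 0.049). Each of these 4 medians changed direction with at least 1 alternative. The competitive test used a preset correlation of 0.01 between the genes of a list. Its p would be too small if the genes of a list move together more than that.

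Whether SUCNR1 loss changes the RPE was compared within each treatment. No gene passed in untreated mice (203 genes with an unadjusted p below 0.05) or under hydroquinone (643 genes), and no gene passed averaged over treatment (456 genes). These were 1.32%, 4.18% and 2.96% of the genes tested. Each share lay below the 0.05 that chance alone gives, so these counts show no excess of small p-values. The smallest p-values in untreated mice were those of Cd209a (log2 fold change -1.90, SE 0.41) and Fbxl8 (-1.01, SE 0.26), neither of which passed (edgeR adjusted p = 1.00 for each). Under hydroquinone they were Nr2f1 (0.68, SE 0.13) and Mapk4 (0.81, SE 0.17), also not passing (adjusted p = 1.00 for each). DESeq2 called 3 genes there, Nr2f1 and Mapk4 among them (DESeq2 adjusted p = 0.040 for each). Averaged over treatment, Matn2 (0.41, SE 0.08) and Nr2f1 (0.41, SE 0.09) came first without passing (adjusted p = 0.987 for each). With fry, no difference between genotypes was detected in the 3 lists, with medians of 0.00023 for oxidative stress response, -0.052 for complement and 0.070 for extracellular matrix (fry adjusted p = 0.796 for each). Each of these medians changed direction with at least 1 alternative, and with a competitive list test the extracellular matrix list passed (adjusted p = 0.048). That test used the same preset correlation of 0.01 between genes.

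The dependence of the hydroquinone response on genotype was tested as an interaction. No gene passed, and 296 had an unadjusted p below 0.05. The 296 were 1.92% of the genes tested, less than the share of 0.05 that chance alone gives. Ddo (log2 difference 1.27, SE 0.28) and Gm43305 (1.84, SE 0.45) had the smallest p-values and did not pass (edgeR adjusted p = 1.00 for each). Among the 13 genes past the threshold for hydroquinone averaged over genotype, the smallest unadjusted interaction p was 0.017, that of Gstm1. The genes called in knockout and not in wild type were therefore not shown to respond differently. The interaction medians of the lists were 0.045 for oxidative stress response, 0.22 for complement and 0.16 for extracellular matrix (fry adjusted p of 0.450, 0.450 and 0.535 over 3 tests).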

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

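The tests of neural retina, macrophage, carry-over and low molecule number were chosen only after the outlying values were seen. Over 22 measures and the 4 groups, 88 sets of 4 libraries were searched for a library far from the others (Dixon's ratio above its 95% critical value). There were 6 such values in 4 libraries, 3 of them in 1 library. Chance gives 4.4 in 88 independent sets, and these sets are not independent, so the comparison with chance is a rough one. No gene had a hydroquinone effect that differed between genotypes past the threshold, and 296 genes had an unadjusted interaction p below 0.05.

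Replicate 1 of knockout with hydroquinone had a rod photoreceptor marker score of 9.83, against 3.22 to 3.95 in the other libraries of its group (Dixon's ratio 0.890). If neural retina tissue was left on the RPE, markers of other retinal cells would be high there too. The score of 14 such markers was 2.07 above the next library of the group on the log2 scale, which is consistent with neural retina RNA in this library. The design gives no biological explanation, since the library shares its group with the other 3, and none was tested.

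In the same library Osgin1 was low, with a log2(CPM + 1) of 4.77 against 5.44 to 5.52 in the others (Dixon's ratio 0.885), and so was Gclc (Dixon's ratio 0.905). Dilution of RPE RNA by neural retina RNA may contribute. With the slope on the rod score within groups removed, Dixon's ratio of Gclc was 0.341 and that of Osgin1 0.865, but this library sets much of that slope itself. With the slope taken from the other 15 libraries, the ratio was 0.602 for Gclc, below the critical value, and 0.889 for Osgin1. Neural retina RNA remains a candidate explanation for Gclc. Osgin1 did not fall with the rod score in the other libraries, which goes against it there. No biological explanation was tested.

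The complement list score of wild type with hydroquinone replicate 4 was 5.40, against 4.99 to 5.04 in the other libraries (Dixon's ratio 0.868). Macrophages express many complement genes. With the slope on a score of 7 macrophage markers that are not complement genes removed, Dixon's ratio was 0.688, a slope that this library sets in part. With the slope from the other 15 libraries it was 0.690, below the critical value. The value may therefore reflect more macrophage RNA in this library. Whether that comes from the dissection or from the animal was not tested.

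Prpmp5 was higher in knockout with hydroquinone replicate 4 (18 counts) than in the other libraries of its group (Dixon's ratio 0.913). Carry-over of RNA or reads from an untreated library would bring Prb1 with it. Prb1 was at 0.513 CPM (12 counts), which is 21.3% of the 2.41 CPM that the Prpmp5 level and the ratio of the genes in untreated libraries give. This goes against carry-over as the only source. At so few counts the value is imprecise, and no biological explanation was tested.

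Gm43305, a processed transcript, was low in untreated knockout replicate 1 (Dixon's ratio 0.848). This library also had the fewest detected genes. Among 1886 genes of similar expression it was the low outlier of its group for 1.22%, against 0.212% to 0.477% for the other 3 libraries, which is consistent with few RNA molecules behind this library. Chance among the 88 sets remains an explanation as well.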

How the results depend on the processing

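Limma with the mouse block is the test first planned, moved from FPKM to CPM after the unit was seen. The alternatives with the identifier form added to it, DESeq2, summed eyes, the corneal and oligodendrocyte marker scores and the subsets of libraries were chosen after seeing the data. Where a value moved, the cause was not tested.

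The number of genes changed by hydroquinone in wild type, 1 as reported, was 2 with median-of-ratios scaling, 2 with the identifier form as covariate, 4 with the rod score as covariate, 2 with only the groups compared, 3 with pseudocount 0.1, 2 with quantile normalization, 3 with limma and the mouse block, 3 with the identifier form added to that, and 20 with DESeq2. It was from 1 to 1 across the 8 fits that each left out one library. The 1 reported gene was among the 3, 4 and 20 genes of limma with the mouse block, the rod score and DESeq2.

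The number in knockout, 7 as reported, was 4 with the identifier form, 4 with the oligodendrocyte score, 12 with all 3 marker scores, 0 with only the groups compared, 3 with summed eyes, 4 without the 2 libraries with the fewest detected genes, 1 among libraries without a letter, 0 among libraries with a letter and 14 with DESeq2. It was from 3 to 11 across the 8 fits that each left out one library. Limma with the mouse block called the same 7 genes, and the 3 genes with summed eyes were among them.

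Averaged over genotype, 13 as reported, it was 8 with eye side as covariate, 7 with the oligodendrocyte score, 6 with averaged eyes, 6 with summed eyes, 2 among libraries without a letter and 39 with DESeq2, and from 7 to 15 across the 16 fits that each left out one library. Under hydroquinone, DESeq2 called 3 genes between knockout and wild type, against 0 as reported (643 at an unadjusted p below 0.05) and 0 in the 19 other alternatives run. The numbers for knockout against wild type in untreated mice, averaged over treatment, and for the interaction were 0 in each alternative and each fit without one library (203, 456 and 296 genes at an unadjusted p below 0.05 as reported).

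The oxidative stress response list was higher with hydroquinone in each alternative run in wild type and in knockout, while between genotypes it changed direction in 10 of 19. In wild type its median was 0.31 with averaged eyes (adjusted p = 0.082) and 0.15 among libraries without a letter (adjusted p = 0.384), past the threshold in neither, and from 0.22 to 0.37 leaving out one library. Over the 20 alternatives its adjusted p ranged from 4.0e-17 to 0.384. In knockout it was 0.20 among libraries without a letter (adjusted p = 0.384, over 21 alternatives from 1.3e-30 to 0.384) and from 0.28 to 0.40 leaving out one library.

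The complement median in wild type, 0.083, became -0.10 with no filter, -0.0059 with the rod score, -0.036 without the 2 libraries with the fewest genes and -0.11 among libraries without a letter, and ran from -0.17 to 0.15 leaving out one library. In knockout, 0.24, it became -0.11 among libraries without a letter and ran from 0.11 to 0.29. With the competitive list test the median of 0.24 passed (adjusted p = 0.040, over 21 alternatives from 0.040 to 0.890). Between genotypes, -0.052, it became 0.061 among libraries without a letter and ran from -0.12 to 0.028.

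The extracellular matrix median in wild type, -0.058, became 0.023 with the corneal score, 0.039 with all 3 scores and 0.021 without the 2 libraries with the fewest genes, and ran from -0.12 to 0.030 leaving out one library. In knockout, 0.11, it became -0.029 with the corneal score, -0.016 with the oligodendrocyte score, -0.076 with all 3 scores and -0.29 among libraries without a letter. It was 0.42 among libraries with a letter, past the threshold (adjusted p = 0.049, over 21 alternatives from 0.049 to 0.985), and ran from 6.8e-05 to 0.20. Between genotypes, 0.070, it became -0.024 with the rod score, -0.023 with the corneal score and -0.095 with all 3 scores, passed with the competitive test (median 0.070, adjusted p = 0.048, over 19 alternatives from 0.048 to 0.985), and ran from 0.038 to 0.12.

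The oxidative median between genotypes, 0.00023, became -0.019 with a mean CPM of at least 5, -0.0025 with median-of-ratios scaling, -0.044 with the rod score, -0.032 with all 3 scores, -0.00049 with pseudocount 0.1, -0.015 with averaged eyes, -0.00041 with limma and the mouse block, -0.018 with summed eyes, -0.0090 without the 2 libraries with the fewest genes and -0.010 among libraries without a letter, and ran from -0.021 to 0.031 leaving out one library.

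Among the named genes, 621 values kept their direction and side of the threshold, 69 were weaker, 13 stronger and none changed direction. The 621 include many values of genes that did not pass as reported and did not pass in the alternative. Each of the 69 was a call that was lost, so the 621 do not measure how stable the calls were. Prb1 in wild type ranged from -5.58 to -3.80 and passed in each of 20 alternatives. Osgin1 in wild type, which did not pass as reported, passed in 7 of 20 (adjusted p from 1.6e-06 to 1.00). Prb1 in knockout passed in 19 of 21, Osgin1 in 18 of 21, Gstm1 in 18 of 21, Srxn1 in 17 of 21, Prpmp5 in 12 of 20 and Pgd in 10 of 21. Leaving out one library, Prpmp5 in knockout lost its call in 5 of 8 fits, Srxn1 in 3 and Pgd in 7.

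Some alternatives fixed before the data were examined were adapted to counts. The pseudocount and quantile normalization apply to limma with the mouse block, and a model without the block is the one reported. The competitive test changes the p of a list and not its median. Libraries with a letter alone could not be fitted for wild type with hydroquinone, which has 1. No paired analysis was possible because replicate numbers follow accession order. The depth limits Sucnr1, whose floor of 3 counts lies above its mean level.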

Other observations

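The tests of other tissues, gland tissue included, on the Prb1 and oxidative stress results, those by identifier form, those of detected genes, those of the many genes in some other splits and the splits that keep the eyes of a mouse together for the average over genotype were chosen only after the results were seen. The other tests of splits and those of the rod score on gene numbers and of genes near Sucnr1 were fixed before the data were examined.

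The real grouping was compared with other splits of the same libraries. For hydroquinone in wild type, 2 of the 35 splits of the 8 libraries gave as many genes, and for hydroquinone in knockout 2 of 35 did, a share above 0.05 for each. The 1 gene in wild type was Prb1. Its exact permutation test over all 13 mice gave p = 7.8e-04. Prb1 was picked for this difference among 15380 genes, so that p does not speak against chance. In the knockout libraries, which came from other mice, Prb1 was lower too (log2 fold change -5.49, edgeR adjusted p = 7.0e-04). That result goes against chance for Prb1. The number of 7 in knockout was not shown to exceed what chance gives, and the other split that reached it was the one with 397 genes. With the eyes of a mouse kept together, 1 of 7 and 2 of 15 splits did, and since so few splits cannot give a share below 0.05, they show nothing either way. Averaged over genotype, 3 of 100 splits gave as many, a share below 0.05, but most of these splits part the eyes of a mouse. Of 210 possible splits that keep the eyes of a mouse together 100 were fitted, and 1 of them, the real one, gave as many genes. With 0 genes in the real grouping, all 35 splits gave as many for knockout against wild type in untreated mice (203 genes at an unadjusted p below 0.05) and all 35 under hydroquinone (643 genes). All 100 gave as many for the interaction (296 genes) and all 100 for the genotype averaged over treatment (456 genes). Splits that follow the identifier form gave 0 genes for hydroquinone in knockout and for genotype in untreated mice.

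The rod score as covariate gave 4 genes for hydroquinone in wild type, 9 in knockout, 0 for genotype in untreated mice (396 genes at an unadjusted p below 0.05) and 0 under hydroquinone (1036 genes). The hydroquinone numbers did not fall, so rod photoreceptor RNA did not account for them. Where the reported number was 0 this test had nothing to show. With the oligodendrocyte score as covariate, the hydroquinone number averaged over genotype fell from 13 to 7. In wild type that score leaned lower with hydroquinone, so the fall could come from oligodendrocyte RNA or from lost power. Oligodendrocyte RNA was therefore not excluded as a contributor to that number.

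Some other splits gave many genes. The largest numbers were 1059 for a split of the interaction, 854 for one of the wild-type libraries, 538 for one of the libraries under hydroquinone, 481 for one of hydroquinone averaged over genotype and 397 for one of the knockout libraries. The splits with 1059 and 481 genes were not tested with a covariate. The knockout split put untreated replicates 1, 3 and 4 and hydroquinone replicate 1 together. It gave 0 genes with the rod score as covariate and 0 with the oligodendrocyte score. Each score follows the split for 3 of the 4 libraries, so either could remove its genes whatever their source, and the source was not settled. Of the 4 libraries, 3 had rod scores of 7.54 to 9.96, but untreated replicate 1 had 3.94, within the 3.22 to 4.47 of the 4 remaining knockout libraries, which goes against rod photoreceptor RNA as the only source. For the oligodendrocyte score, 3 of the 4 libraries had 7.69 to 8.11. Untreated replicate 4 had 4.38, within the 2.45 to 5.65 of the 4 remaining knockout libraries. Neither score alone therefore set all 4 libraries apart. With corneal epithelium RNA as the explanation tested, through its score as covariate, the wild-type split gave 0 and the hydroquinone split gave 0, but that list was chosen after its genes were seen to be high in these libraries, so corneal RNA remains a hypothesis. Krt12 counts ranged from 7467 to 358894 over the libraries and Mog counts from 0 to 2794.

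Genes carried along from a donor strain near Sucnr1 were a candidate explanation for differences between genotypes. Of 112 genes within 20 Mb of it, 6 (5.36%) had an unadjusted p below 0.05, against 450 of 15268 (2.95%) elsewhere (Fisher's exact test, 2-sided, p = 0.150). No gene passed the adjusted threshold, so this could not be settled.

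Prb1 and Prpmp5 were lower with hydroquinone in both genotypes. Prb1 counts were 182 to 956 in untreated libraries and 2 to 23 with hydroquinone (exact permutation test over 13 mice, p = 7.8e-04, the smallest possible). That p does not allow for the choice of Prb1 among all tested genes. The averaged log2 change of Prb1 was -5.54 with the rod score as covariate, -5.35 with the oligodendrocyte score and -6.40 among libraries without a letter, so these did not account for it. Prpmp5 shares 12.03% of its 50-base windows with Prb1. Where the reads of Prpmp5 fall within the gene, and how reads matching both genes were counted, is not known. The share of windows therefore cannot tell how far shared reads account for the change of Prpmp5. Of the genes within 20 Mb of Prb1, 19 of 284 (6.69%) had an unadjusted p below 0.05, against 857 of 15075 elsewhere (5.68%). No excess was detectable (Fisher's exact test, p = 0.438), which gives no support to a linked strain difference and leaves a variant of these genes alone untested. Proline-rich proteins are known from salivary and lacrimal glands. The median log2 change of the gland list was 0.18 over the 8 of its 20 genes expressed enough to be tested, too few to settle the point alone. Over all 20 genes, 0 had 3 or more counts in some untreated library together with a mean CPM at least 2 times higher there than with hydroquinone, and 10 stayed under 3 counts in each untreated library. This goes against lacrimal or salivary gland tissue that expresses the listed genes. A tissue that expresses Prb1 without them was not tested. Gm4736, a gene outside the gland list and below the filter of 1 CPM, was lower with hydroquinone too. It had 6 to 57 counts in untreated libraries and 0 to 3 with hydroquinone. Whether it shares a source with Prb1 was not tested.

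The oxidative stress response list was higher with hydroquinone. Its averaged median was 0.34. It was 0.30 with the rod score, 0.32 with the corneal score, 0.29 with the oligodendrocyte score and 0.33 with the identifier form as covariate, and 0.18 among libraries without a letter. Among 10000 random lists matched on expression, GC content and length, medians ran from -0.078 to 0.119, a share as high of 1e-04, the smallest these lists can give. The exact permutation test over mice gave p = 7.8e-04, the smallest its 1287 assignments allow. None of these explanations accounted for the change, although among libraries without a letter alone the medians of 0.15 in wild type and 0.20 in knockout did not pass. A response of RPE cells to the oxidant is a hypothesis. It cannot be told apart from a difference in handling between treated and untreated mice, which was not tested because the labels give no dates.

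In untreated wild-type replicate 3 and untreated knockout replicate 1 few genes were detected. At the depth of the smallest library they had at most 18227 detected genes, against at least 21130 in the other 14, so depth did not account for this. Genes seen in all other libraries and expected at 10 or more counts were at 0 for 367 and 466 genes there, against 0 to 31 in the others. This is consistent with few RNA molecules behind these libraries. No biological explanation was tested.

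Libraries with a lettered identifier had more genes at 1 to 4 counts (4092 to 5145 in 7 libraries) than the others (718 to 4103 in 9 libraries; exact permutation test, p = 4.4e-04). At the depth of the smallest library the p was 7.9e-04, so depth did not account for it. In all 3 mice that gave both eyes, the eyes carried different forms. What the letter stands for is not stated in the labels.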
